A study of Homo sapiens with 6 samples.

How the data were processed

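The series holds RNA-seq of HCT116 cells, with 3 libraries labelled R273H and 3 labelled as the wildtype control. Per the labels' protocols, cells between passages 13 and 18 were grown in spheroid medium, total RNA was extracted with a column kit, and a service company made and sequenced the libraries. Per the submitters' processing notes, HISAT2 and StringTie were used with the hg38 build; their versions, the counting tool, the annotation release and the strand setting are not given in the sources used here. The deposited values are counts: whole-number read counts per gene, not normalized, for 63925 versioned Ensembl gene IDs in 6 columns, with 0 columns of other series. A ChIP-seq part of the study was not analysed here.

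Columns were matched to samples by name. Gene symbols, biotypes and coordinates came from GENCODE 29 (GRCh38), where 58084 IDs matched without their version and 55720 with it. The 5841 unmatched IDs, for which that annotation gives no location, took 2.18% to 2.32% of each library's counts and stayed in the tests. Of these, 1229 were tested and 42 called. LncRNA genes were those with a lncRNA biotype in that annotation. The design, the gene lists, the rule for named genes and the alternatives were fixed before the data were examined.

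Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes with low counts were removed with filterByExpr on the group factor (minimum count 10, minimum total 15), which left 16920 genes. Libraries were scaled with TMM (trimmed mean of M-values), and a quasi-likelihood model with group as the only term was fitted to all 6 libraries (glmQLFit, glmQLFTest). P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and a gene was called at an adjusted p under 0.05. Every adjusted p of a single gene is from this edgeR test unless another tool is named. SE is the log2 fold change divided by the square root of its F statistic. CPM values are counts scaled to a common TMM-adjusted library size, with mean ± SD over 3 replicates. The biological coefficient of variation was 0.225. An exact permutation test of a single value with 3 against 3 libraries cannot go below p = 0.1, so none was used.

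Gene sets were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01 and at an estimated correlation. This was done for the 23 lists and, as a separate family, for chromosomes 1 to 22 and X. Fry results are given for the lists only. P-values were adjusted over each family, and sets needed 3 tested genes. The camera call at the preset correlation held with an estimated correlation for chromosome 21 and for 0 of the 7 called lists. Members were matched by symbol, so LINC-PINT counts as 2 IDs. Pairs of a called lncRNA and the nearest non-overlapping coding gene within 100 kb were compared by Spearman's rho with 100000 resamples.

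Named genes followed the fixed rule. It took the 8 coding genes with the largest rise and the 8 with the largest fall among called genes with a mean log2 CPM of at least 2 and no overlap between the groups. It took up to 6 lncRNAs per direction by the same criteria with a mean log2 CPM of at least 0 and a symbol other than a clone name, which gave 5 and 4. From each list it took up to 3 called members with a mean log2 CPM of at least 0, or the 2 most highly expressed members where none was called. Histone genes, XIST and chromosome Y genes were not named by the coding and lncRNA parts. A gene named by the rule, another that was tested and the results that need them are not reported here, nor are 2 of the lists. Genes named outside the rule are said to be chosen after their values were seen.

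Depth ranged from 6776820 to 39035112 counts and was lower in the control group, which limits genes of low level in that group most. The steps were tested on simulated data for the comparison of R273H with control, with 200 of 16920 genes changed. The fit called 35% of 2-fold and 85% of 4-fold changes, and 48.6% and 100% of those at a log2 CPM of at least 2; 129 genes were called, 9 of them unchanged, and 0 were called when no change was simulated. Same-group libraries differed by more than sampling noise (chi-square per degree of freedom of at least 15.5), so none was treated as a single library deposited again; this does not show that they came from separate cultures.

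Settings tried as alternatives were DESeq2 size factors, library size alone, the DESeq2 1.42.0 Wald test, limma-voom, no filter, at least 1 CPM in 3 libraries, an adjusted p under 0.01, a fold of at least 2, a replicate block, and leaving out each library in turn. After the data were seen, 4 more were added: libraries thinned to the smallest total, IDs of the primary assembly only, RN7SL genes left out, and the shallow control replicates 1 and 2 left out, which leaves 1 control library and assumes that it varies like the R273H group. A further fit without control replicate 1 and R273H replicate 2, the libraries at the ends of the first principal component, was run after the data were seen and called 1675 genes higher and 1205 lower; it was set aside and is used nowhere, because it picks libraries by the measured outcome. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.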

Results

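RNA was sequenced from HCT116, an established human colon carcinoma cell line, in 2 groups of 3 libraries. The R273H group carried the protein change of that name, and the control group was the wildtype line that the design names as the reference. All cells were grown in serum-free spheroid medium with 20 ng/ml epidermal growth factor and 20 ng/ml basic fibroblast growth factor. Total counts were 6776820, 7402644 and 20142554 in control replicates 1, 2 and 3. They were 31749231, 24093218 and 39035112 in R273H replicates 1, 2 and 3, so depth differed with group. The first principal component of log2 CPM, the count scaled to library size, took 42.8% of the variance and separated the groups. Within R273H, replicate 2 had Spearman correlations of 0.974 to each of the others against 0.994 between those. Within control, the correlation was 0.972 between replicates 1 and 3, 0.983 between 1 and 2 and 0.988 between 2 and 3. The RN7SL2 gene took 8.89% of the counts of R273H replicate 2 against 2.98% to 4.70% in the other libraries. The labels do not say that replicates came from separate cultures, so p-values measure the spread between these samples, which may be technical. Genotype cannot be separated from other differences between the lines, and the labels do not say whether either line is a single clone.

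Among called coding genes with a mean log2 CPM of at least 2, the 8 largest rises in R273H included genes induced by interferon. The 8 largest falls included a glucose transporter, a membrane protease and secreted or matrix proteins. IFI27 (ENSG00000165949.12, chromosome 14, positions 94104836 to 94116698, GRCh38) rose from 1.10 ± 0.421 to 57.2 ± 23.6 CPM (mean ± SD, n = 3 each). Its log2 fold change was 5.64 with a standard error (SE) of 0.40 and an adjusted p of 5.37e-05 in edgeR's quasi-likelihood test. OAS1, an antiviral oligoadenylate synthetase, rose by 5.08 on the log2 scale (SE 0.39), IFI6 by 4.61 (SE 0.32), IFI44 by 4.58 (SE 0.45), and IFIT1 by 4.01 (SE 0.32). The ADP-ribosyltransferase PARP10 rose by 4.51 (SE 0.39), and BST2, which tethers virus particles to the cell, rose 22.6-fold (SE of the log2 fold change 0.48). The secreted serine protease KLK5 rose from 2.16 ± 1.47 to 63.1 ± 11.2 CPM (log2 fold change 4.68, SE 0.38). SLC2A3 (ENSG00000059804.15, chromosome 12, positions 7919230 to 7936275), a glucose transporter, fell from 79.8 ± 46.7 to 1.56 ± 0.330 CPM, a log2 fold change of -5.66 (SE 0.45, adjusted p = 9.31e-05). MMP14, a membrane-bound matrix metalloproteinase, had a log2 fold change of -4.94 (SE 0.25), the lipase gene LIPG -4.20 (SE 0.35), the imprinted retrotransposon-derived gene PEG10 -3.41 (SE 0.35), the carbonic anhydrase gene CA12 -3.37 (SE 0.30), and FAM71E1 -3.16 (SE 0.29). BMP4, a ligand of the bone morphogenetic protein pathway, had -2.79 (SE 0.21), and FBLN1, an extracellular matrix protein, -2.70 (SE 0.24). The adjusted p-values of these 16 genes lay between 3.88e-06 and 0.000359, and all 16 were called in each of the 6 fits that left out 1 library. PARP10, IFI6, IFIT1, PEG10 and FAM71E1 overlap a gene on the opposite strand. Reads of such pairs may not be told apart, since the strand setting of the counting is not given in the sources used here.

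**Figure D1:**
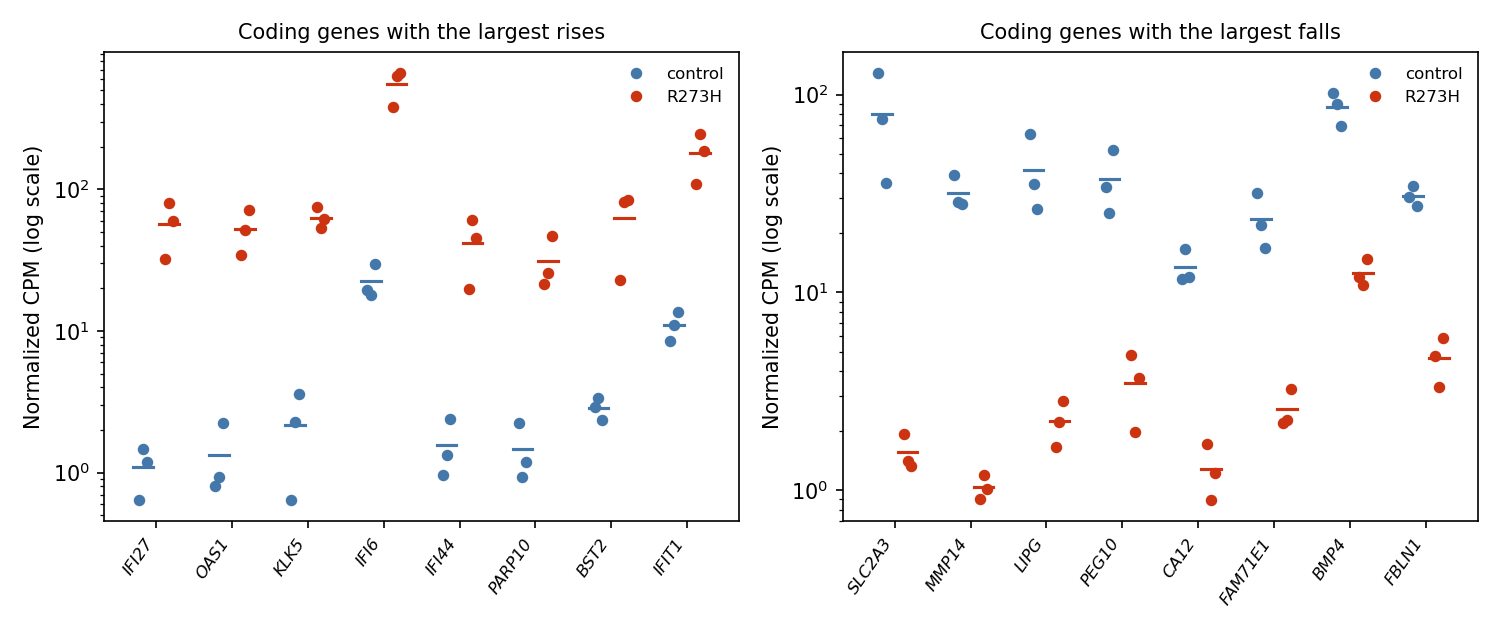
Normalized CPM on a log scale of the called coding genes with the 8 largest rises and the 8 largest falls at a mean log2 CPM of at least 2 and with no overlap between groups, with 3 control and 3 R273H libraries per gene as points and group means as lines. IFI6 lies at 22.5 CPM on average in control and 557 CPM in R273H.

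In total, 378 genes were higher in R273H and 245 were lower among 16920 tested (3.68%), 312 and 198 of them by at least 2-fold. Among 13019 protein-coding genes, 306 were higher and 222 lower. The groups did not overlap for 22.5% of tested genes, against 10% by chance. The counts varied with single libraries. They were 133 higher and 115 lower without control replicate 2, and 191 higher without control replicate 3. They were 157 lower without R273H replicate 1, 578 higher without R273H replicate 2, and 217 higher and 137 lower without R273H replicate 3. In a setting chosen after seeing the data, without the shallow control replicates 1 and 2, 41 were higher and 50 lower.

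Interferon-stimulated genes moved together. Of 23 tested members of the list, 22 rose and 1 was not called, and 23 rose when adjusted over the list alone. The median log2 fold change was 2.67. HERC6, a gene of the HERC ubiquitin ligase family, rose from 13.3 ± 1.61 to 39.1 ± 6.10 CPM, by 1.56 on the log2 scale (SE 0.20, adjusted p = 0.00123), and MX1, which lies on chromosome 21, by 1.81 (SE 0.31). IRF9, the member not called, had a log2 fold change of 1.91 (SE 0.59, adjusted p = 0.119). HERC6, MX1 and IRF9 were chosen after their values were seen. Camera gave the list an adjusted p of 1.19e-93 at a preset correlation of 0.01, and adjusted p = 0.0935 with an estimated correlation, which ended the call. Limma's fry, which tests whether the members move on balance 1 way, gave an adjusted p of 0.0256. Without the shallow control replicates 1 and 2, which leaves 1 control library, 6 members were called, with a median of 2.74 and a camera adjusted p of 1.71e-50.

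Among lists of colon cell identity, the differentiation markers KRT20, a keratin of mature colonocytes, and CA2, a carbonic anhydrase, rose, and the other 2 tested members were not called. Of the 24 markers listed, 4 had the counts to be tested. Adjusted over the list alone, 2 rose as well. KRT20 rose from 3.35 ± 1.47 to 33.6 ± 12.5 CPM (log2 fold change 3.23, SE 0.37) and CA2 from 3.71 ± 3.76 to 24.5 ± 4.28 CPM (log2 fold change 2.89, SE 0.50). Camera called the list higher (adjusted p = 0.000253), and it was not called at adjusted p = 0.203 with an estimated correlation. The median log2 fold change was 2.05, and 0.19 with no low-count filter, where 18 markers were tested and 3 rose. Of 17 stem cell markers, 2 fell and 15 were not called, with 3 lower when adjusted over the list alone. These were the chemokine receptor gene CXCR4, at a log2 fold change of -3.46 (SE 0.56, adjusted p = 0.00628), and the surface glycoprotein gene CD24, at -1.28 (SE 0.22, adjusted p = 0.0085). The list was not called (adjusted p = 0.126; 0.748 with an estimated correlation), but camera called it lower without control replicate 3 (adjusted p = 0.008) or R273H replicate 3 (adjusted p = 0.0402). Without control replicate 1 or R273H replicate 2 its median turned from -0.08 to 0.01 or 0.06, and without R273H replicate 2 edgeR called 1 member higher. Of 13 Wnt targets, SOX4, a transcription factor, fell (log2 fold change -2.20, SE 0.37) and 12 were not called. The count was the same when adjusted over the list alone, and camera did not call the list (adjusted p = 0.232).

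Of 19 epithelial genes, KRT19, a simple-epithelium keratin, rose from 1242 ± 327 to 2698 ± 179 CPM (log2 fold change 1.12, SE 0.25, adjusted p = 0.0323). The other 18 were not called, with the same counts when adjusted over the list alone. KRT19 lost its call without control replicates 2 or 3 or R273H replicates 1 or 3, with adjusted p up to 0.213. Camera called the list higher (adjusted p = 0.0441), and it was not called at adjusted p = 0.636 with an estimated correlation. The call also ended without control replicate 3 (adjusted p = 0.111), R273H replicate 1 (0.119) or R273H replicate 3 (0.14). Of 10 mesenchymal genes, 2 fell and 8 were not called, also when adjusted over the list alone. These were FN1, the matrix protein fibronectin, at a log2 fold change of -2.21 (SE 0.25, adjusted p = 0.000537), and TWIST1, a transcription factor of mesenchymal transition named after its value was seen, at -4.93 (SE 0.59, adjusted p = 0.00084). Camera called this list lower (adjusted p = 0.0441), and it was not called at adjusted p = 0.636 with an estimated correlation. Its mean log2 fold change was -0.62 and its median 0.18, so the signs differed. The call also ended without control replicate 1 (adjusted p = 0.448), R273H replicate 1 (0.0571) or R273H replicate 2 (0.177), with libraries thinned to equal depth (0.095) and without the shallow control replicates 1 and 2 (0.349). The median was 0.44, 0.01 and -0.07 without control replicates 1, 2 and 3. It was 0.12, 0.22 and 0.055 without R273H replicates 1, 2 and 3.

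Cytosolic ribosomal protein genes had a median log2 fold change of -0.51 over 29 members. By edgeR 0 were called in either direction and 3 were lower when adjusted over the list alone. There were 11 lower at an unadjusted p under 0.05, DESeq2 called 5 lower and limma-voom called 0. With library size alone edgeR called 3 lower, and with the replicate block 1. RPS2 had a log2 fold change of -0.98 (SE 0.25, adjusted p = 0.0634) and RPLP0 -0.79 (SE 0.30, adjusted p = 0.209). Camera called the list lower (adjusted p = 2.61e-07), and it was not called at adjusted p = 0.636 with an estimated correlation. Without R273H replicate 2, edgeR called 8 members lower and the median was -0.88, and without control replicate 3 it called 3 lower. Without the shallow control replicates 1 and 2 the median was -0.16 and camera did not call the list (adjusted p = 0.23). Of 38 cell cycle genes repressed through the DREAM complex or active in division, edgeR called 0, also when adjusted over the list alone, as did DESeq2 and limma-voom, with 2 lower at an unadjusted p under 0.05. MKI67, a proliferation marker, and PCNA, the replication clamp, had log2 fold changes of -0.25 and -0.12, with adjusted p of 0.805 and 0.866. Camera called that list lower (median log2 fold change -0.25, adjusted p = 0.0425), and it was not called at adjusted p = 0.771 with an estimated correlation. The call also ended without control replicate 2 (adjusted p = 0.0732), control replicate 3 (0.645, median -0.05), R273H replicate 2 (0.0516) or R273H replicate 3 (0.243, median -0.15) and with libraries thinned to equal depth (0.0681), and the median was -0.40 without control replicate 1.

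Single members changed in lists of metabolism and stress that camera did not call, whose adjusted p lay between 0.0956 and 0.887. SLC2A1, a glucose transporter, fell among 22 hypoxia and glycolysis genes (log2 fold change -1.67, SE 0.31, adjusted p = 0.014), and 2 rose and 1 fell when adjusted over the list alone. Its call was lost without control replicate 2 (adjusted p = 0.0795), while 2 members fell without control replicate 1 and 1 rose without R273H replicate 2. DESeq2 and edgeR with the replicate block each called 3 members higher and 1 lower, and limma-voom called 0 higher. ABCC2, an efflux transporter, fell among 19 NRF2 targets (log2 fold change -1.91, SE 0.34). SQLE, the squalene epoxidase of sterol synthesis, fell among 20 mevalonate and sterol genes (-0.97, SE 0.22), and PSMD1, a subunit of the proteasome cap, among 31 proteasome genes (-1.09, SE 0.21). No other member of these 3 lists was called, and the counts were the same when adjusted over each list alone. SQLE lost its call without control replicates 1 or 2 or R273H replicates 1 or 3 (adjusted p up to 0.233), and PSMD1 without control replicates 2 or 3 or R273H replicate 3 (adjusted p up to 0.108). Of 13 NF-kB and cytokine genes, the chemokine gene CXCL1 rose (1.48, SE 0.33) and the adhesion molecule gene ICAM1 fell (-2.03, SE 0.37), with 3 higher and 1 lower when adjusted over the list alone. CXCL1 was lost in every fit that left out 1 library except that without R273H replicate 1, with adjusted p up to 0.143, and after thinning to equal depth (adjusted p = 0.0608). Of 19 genes of ATF4 and the unfolded protein response, edgeR called 0, also when adjusted over the list alone, with 2 higher and 2 lower at an unadjusted p under 0.05, 1 lower by DESeq2 and 0 by limma-voom. The chaperone genes HSP90B1 and HSPA5 had log2 fold changes of 0.16 and -0.02. Of 13 mitochondrially encoded genes, 0 were called by edgeR, over the list alone, by DESeq2, by limma-voom or at an unadjusted p under 0.05. The respiratory chain genes MT-CO1 and MT-CO3 had log2 fold changes of -0.03 and -0.05. Of 10 histone genes, H1F0, a linker histone, rose (1.36, SE 0.23, adjusted p = 0.00723), with 1 higher and 4 lower when adjusted over the list alone. H1F0 was lost without control replicate 2 (adjusted p = 0.0603). DESeq2 called 3 members of the histone list lower and edgeR with the replicate block 2, while limma-voom called 0 lower. Camera called the histone list lower without control replicate 1 (adjusted p = 0.00837) or R273H replicate 2 (0.0277), where 1 and 2 members fell, and the NRF2 list lower without control replicate 1 (0.026). It called the NF-kB list higher without control replicate 1 (0.0134) or R273H replicate 1 (0.0196, with 2 members higher) and after thinning to equal depth (0.0355), and the hypoxia list higher without control replicate 2 (0.0163). The camera calls above used the preset correlation of 0.01. With an estimated correlation and all 6 libraries, the camera adjusted p was 0.734 for the NF-kB list and 0.771 for the hypoxia list. It was 0.748 for the histone list and 0.636 for the NRF2 list. Without the shallow control replicates 1 and 2, which leaves 1 control library, the NF-kB median was 0.90, against 0.54 with all 6 libraries. The median was 0.61 against 0.30 for the hypoxia list and -0.85 against -0.49 for the histone list. Camera called each of these lists in that fit, in the direction of its median. Such a call carries little weight, since the fit assumes that control varies like the R273H group.

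Markers of other cell types were tested for cells that the cultures should lack. Of 5 leukocyte markers, CSF1R, a growth factor receptor of macrophages, rose from 0.912 ± 0.329 to 2.90 ± 0.415 CPM (log2 fold change 1.73, SE 0.37, adjusted p = 0.0252). It lost its call without control replicates 2 or 3 or R273H replicates 1 or 3 (adjusted p up to 0.142), and after thinning to equal depth (adjusted p = 0.0819). Of 3 fibroblast markers, FBLN1 fell. Camera called the list lower (adjusted p = 0.0039), and it was not called at adjusted p = 0.203 with an estimated correlation. Its mean log2 fold change was -0.81 and its median 0.10, and the median was -0.08 by DESeq2, -0.68 without control replicate 3, -0.19 without R273H replicate 1 and -0.28 without R273H replicate 2. Without the shallow control replicates 1 and 2 camera did not call it (adjusted p = 0.613, median 1.28 over 5 tested members). Of 5 neural and neuroendocrine markers, SCG2, a secretory granule protein, rose 7.63-fold from 25.7 ± 16.9 CPM (log2 fold change 2.93, SE 0.38, adjusted p = 0.0013). Adjusted over each list alone, 1 leukocyte marker was higher, 1 fibroblast marker lower, and 1 neural marker higher with 1 lower. Of 4 endothelial markers, 0 were called by edgeR, DESeq2 or limma-voom, with 1 higher over the list alone and 1 higher at an unadjusted p under 0.05. VWF, a clotting factor carrier, and ESAM, an adhesion molecule, had log2 fold changes of 0.32 and 0.28. The leukocyte, neural and endothelial lists were not called by camera (adjusted p of 0.208, 0.208 and 0.281). The neural list was called higher without control replicate 3 (adjusted p = 0.01), after thinning to equal depth (0.0355) and with genes of at least 1 CPM in 3 libraries (0.0409). These calls used the preset correlation of 0.01. With an estimated correlation and all 6 libraries, the camera adjusted p of the neural list was 0.636.

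**Figure D2:**
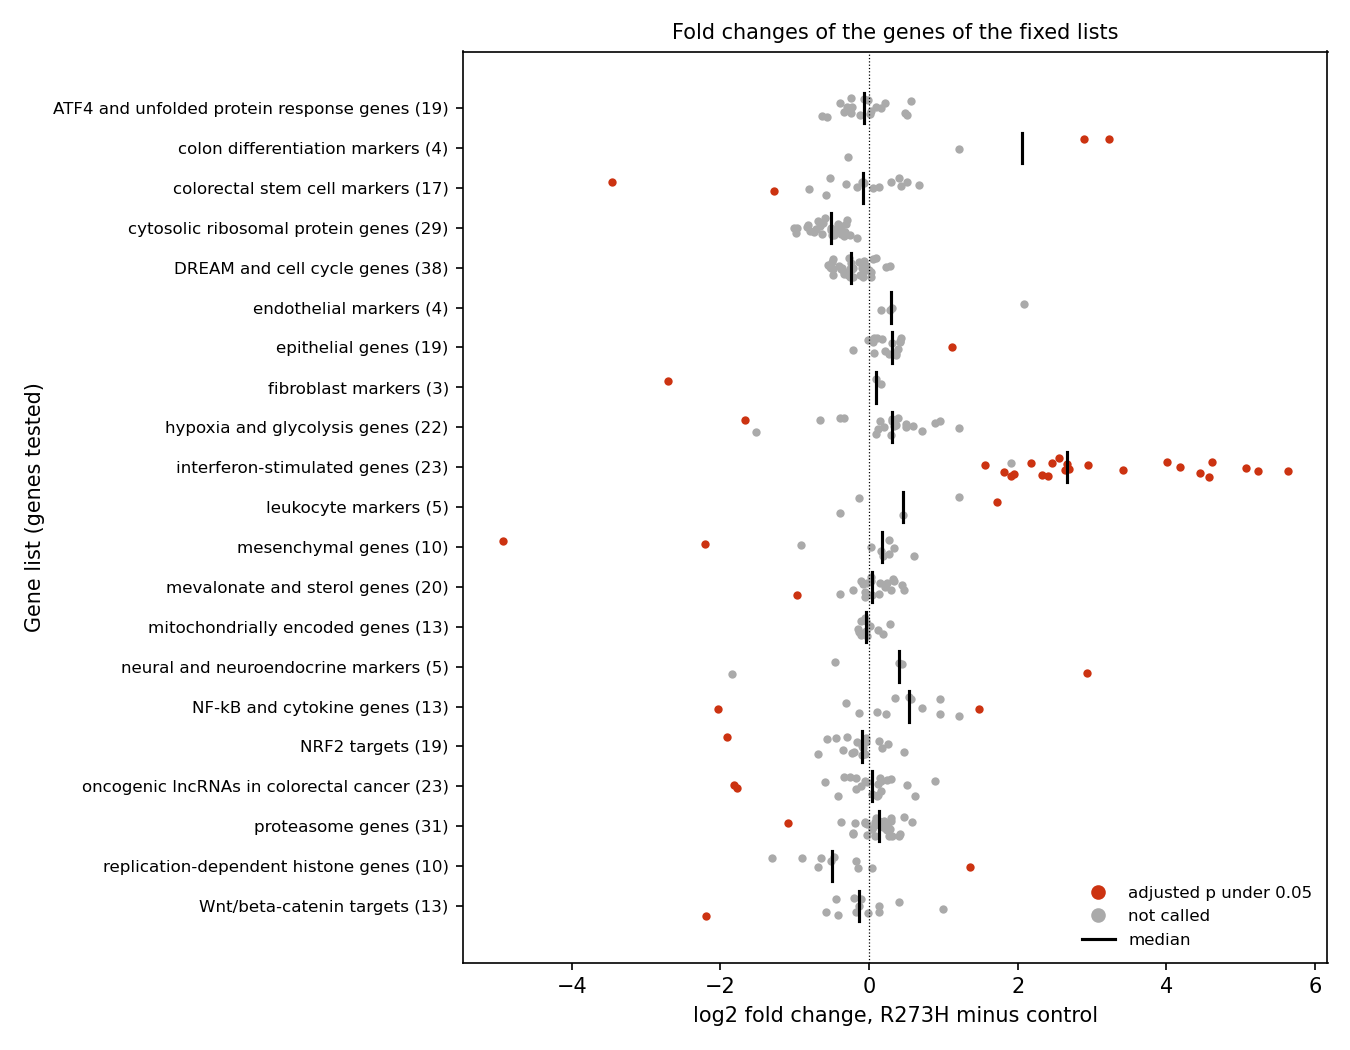
Log2 fold changes (R273H minus control) of the tested genes of the lists described in the text, with each gene as a point, called genes in red and the list median as a black line; vertical scatter within a list carries no value. Interferon-stimulated genes all lie above 0 with a median of 2.67, and the ribosomal protein genes lie around -0.51.

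The study set out to find long non-coding RNAs (lncRNAs) that differ between R273H and wildtype cells. LINC01405 (ENSG00000185847.7, chromosome 12, positions 110936585 to 110958208) fell from 19.5 ± 7.82 to 2.45 ± 0.140 CPM (log2 fold change -2.98, SE 0.29, adjusted p = 0.000257). LINC01559 had a log2 fold change of -2.05 (SE 0.45), LINC00861 -1.93 (SE 0.39) and LINC00460, which was on the list of oncogenic lncRNAs, -1.82 (SE 0.43). TNRC6C-AS1 rose by 1.83 on the log2 scale (SE 0.40), LINC01588 by 1.57 (SE 0.29), from 3.80 ± 0.787 to 11.1 ± 3.46 CPM, TMEM51-AS1 by 1.51 (SE 0.37) and LINC01833 by 1.30 (SE 0.30). GATA2-AS1, which lies in the higher stretch of chromosome 3 described further on, rose by 1.12 (SE 0.24). The adjusted p-values of these 9 lncRNAs were at most 0.0476. The short cytoplasmic RNA BCYRN1, the other called member among 23 oncogenic lncRNAs, had a log2 fold change of -1.78 (SE 0.36, adjusted p = 0.0206), which lost its call without control replicate 3 (adjusted p = 0.102). The counts of that list were the same when adjusted over the list alone. Camera did not call it (direction lower, adjusted p = 0.36, and 0.836 with an estimated correlation). Its median log2 fold change was 0.04 and its mean -0.10. Without R273H replicate 2, camera called it lower (adjusted p = 0.0118), 4 members fell and the median was -0.43, and without control replicate 3 the median was -0.05. The median was also below 0 with library size alone (-0.01) and by limma-voom (-0.04). Without any other library 1 member fell. Of 1742 lncRNA genes tested, 22 rose and 12 fell (1.95%, against 4.06% of protein-coding genes), while 5 rose and 6 fell when adjusted over lncRNAs alone. The median level was 0.10 log2 CPM for lncRNAs and 4.68 for protein-coding genes.

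LINC01405 was called in each of the 6 fits that left out 1 library and LINC01588 in all but that without control replicate 3 (adjusted p = 0.0632). TNRC6C-AS1, TMEM51-AS1, LINC01833 and LINC01559 each lost the call in 5 of these fits, with adjusted p up to 0.193, and GATA2-AS1, LINC00861 and LINC00460 in 4, with adjusted p up to 0.176. With libraries thinned to equal depth, 6 of the 9 lost the call: TNRC6C-AS1 (adjusted p = 0.0569), TMEM51-AS1 (0.116), GATA2-AS1 (0.114), LINC01559 (0.0561), LINC00861 (0.0801) and LINC00460 (0.0557). The lncRNA counts were 10 higher without control replicate 1, 6 higher and 7 lower without control replicate 2, and 7 higher without control replicate 3. They were 12 higher and 8 lower without R273H replicate 1, 19 lower without R273H replicate 2, and 10 higher and 6 lower without R273H replicate 3. Of the 34 called lncRNA genes, 20 overlap another tested gene, among them TNRC6C-AS1, TMEM51-AS1 and GATA2-AS1, so that their reads may belong to that gene.

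**Figure D3:**
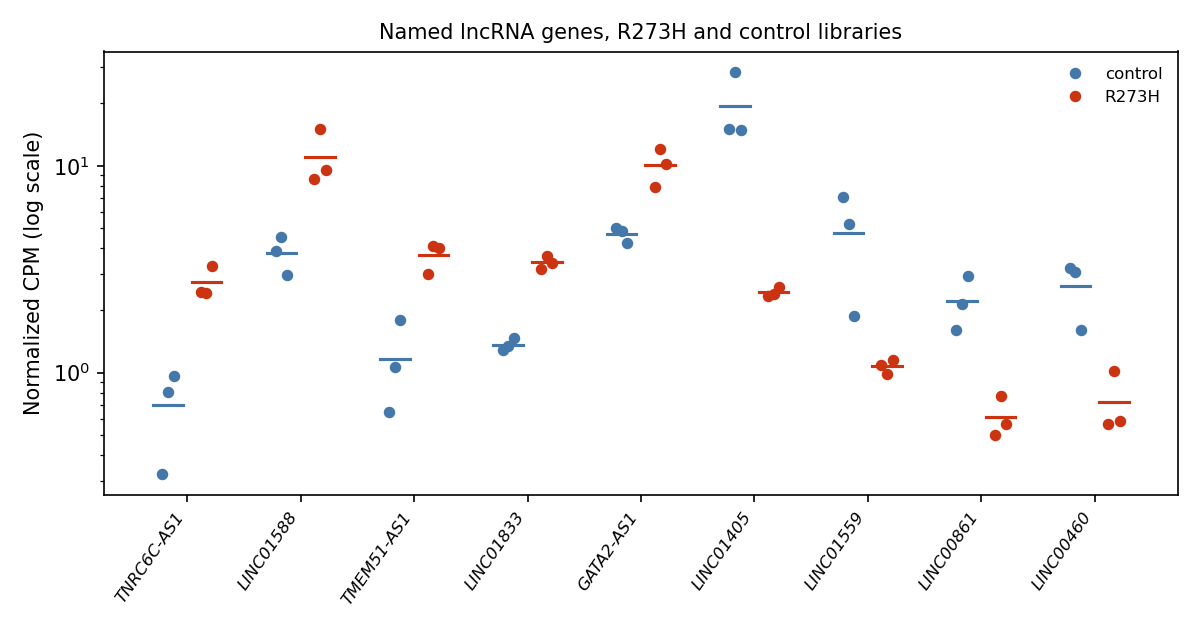
Normalized CPM on a log scale of the 9 lncRNA genes named by the rule, with 3 control and 3 R273H libraries per gene as points and group means as lines. LINC01405 falls from 19.5 to 2.45 CPM, and the points of the groups do not overlap for any of the 9 genes.

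The log2 fold changes of called lncRNAs were compared with those of the coding genes next to them. In 21 pairs of a called lncRNA and the nearest tested coding gene that did not overlap it and lay within 100 kb, 17 had the same direction. BISPR, a lncRNA that lies 0.038 kb from BST2, had a log2 fold change of 3.13 (adjusted p = 0.0214); it overlaps MVB12A on the same strand. LINC01405 had a log2 fold change of -2.98 and MYL2, a myosin light chain gene 15.9 kb away, -2.41 (adjusted p = 0.011). LINC01559 had -2.05 and GRIN2B, a glutamate receptor gene 50.8 kb away, -2.21 (adjusted p = 0.000358). BISPR, MYL2 and GRIN2B were chosen after their values were seen. Of the 21 coding neighbours, 5 were called, all in the direction of the lncRNA, and the others did not pass the test. Spearman's rho across pairs was 0.669 (two-sided permutation test with 100000 resamples, p = 0.0013) and Pearson's r 0.657. These are values across genes, which are not independent replicates.

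Genes of chromosomes 21 and 3 were higher in R273H as sets. The 179 tested genes of chromosome 21 had a median log2 fold change of 0.39 (camera adjusted p = 1.37e-06; adjusted p = 0.0353 with an estimated correlation), and the 869 of chromosome 3 a median of 0.24 (adjusted p = 4.1e-06; adjusted p = 0.132 with an estimated correlation, which ended the call). On chromosome 3, 57 genes rose and 8 fell; on chromosome 21, 9 rose and 4 fell. The other 21 chromosome sets were not called, with adjusted p from 0.217 to 0.998. In 10 Mb windows, an arrangement chosen after the sets were seen, the median on chromosome 3 lay between -0.18 and 0.09 for the 11 windows up to 110 Mb. It lay between 0.44 and 0.65 for the 9 windows from 110 Mb to the end. On chromosome 21 the medians were 0.52, 0.56 and 0.42 in the 3 windows from 20 Mb on, and -0.57 between 10 and 20 Mb. The windows from 10 and 20 Mb hold 10 and 13 genes. In the window from 0 to 10 Mb, with 37 genes, the median was 0.03, and R273H replicates 1, 2 and 3 lay 0.47, -0.10 and -0.04 from the control mean. Among the 10 genes, CXADR, a viral receptor, BTG3, an anti-proliferative gene, USP25, a deubiquitinase, and C21orf91 fell, and the lncRNA AF127577.4, which overlaps NRIP1 and LINC02246 on the same strand, rose (log2 fold change 1.74, adjusted p = 0.0418). All 5 were named after their values were seen.

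**Figure D4:**
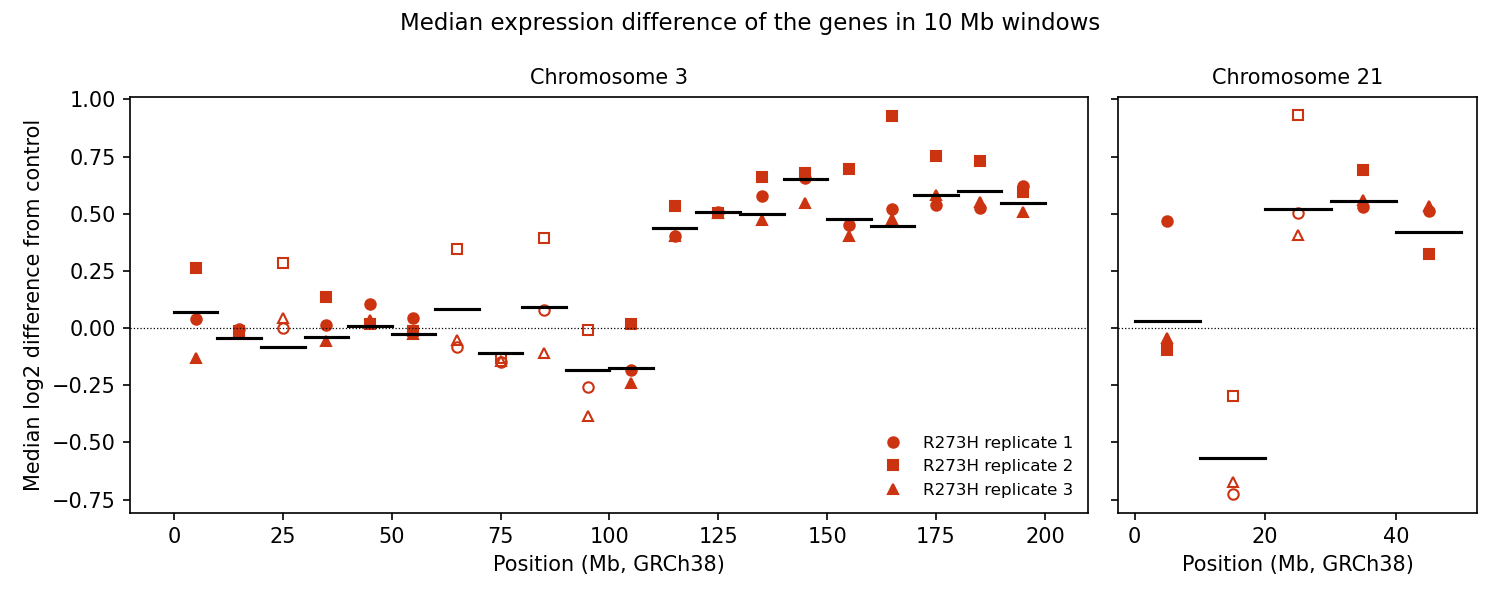
Median log2 difference from the control mean of the genes in 10 Mb windows of chromosomes 3 and 21 (x axis, position in Mb on GRCh38), with each R273H library as a symbol and the fitted median as a black line; open symbols mark windows under 20 genes. On chromosome 3 the medians step up from -0.17 at 100 to 110 Mb to 0.44 at 110 to 120 Mb.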

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

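Settings that were chosen after seeing the data are thinning, the primary assembly, RN7SL genes left out and the shallow controls left out. No called gene named by the rule and no list turned its tested direction. Other called genes were not checked for this. Medians of lists did change sign, besides those given with their lists. The neural list went from 0.40 to -0.84 with no low-count filter (14 members tested), and the fibroblast list from 0.10 to -1.28 after thinning and -1.27 at 1 CPM in 3 libraries (2 members tested). Medians near 0 also did: Wnt targets from -0.14 to 0.02 and mitochondrial genes from -0.04 to 0.12 without control replicate 1, ATF4 genes from -0.07 to 0.06 without control replicate 2, sterol genes from 0.04 to -0.05 without R273H replicate 1, and proteasome genes from 0.14 to -0.02 without R273H replicate 2. Without the shallow controls the ATF4, mitochondrial and stem cell medians were 0.15, 0.21 and 0.08, and with the replicate block that of the oncogenic lncRNAs was -0.02. With no low-count filter 4 ribosomal protein genes were lower, 3 hypoxia and 4 NF-kB genes higher and 2 histone genes lower, and the leukocyte median went from 0.46 to 1.24 (12 members tested). The lncRNA and neighbour correlation kept its direction and call at a limit of 1 Mb (rho 0.634, permutation p = 1e-04). With overlapping pairs kept, rho was 0.716 (permutation p = 3e-05). Reads of overlapping pairs may not be told apart, so that value adds no separate evidence. A limit of 10 kb left 8 pairs and gave no rank test. Counts of genes higher in R273H and genes lower in R273H were 574 and 426 by the DESeq2 Wald test, 710 and 414 with no low-count filter (more genes tested), 140 and 92 at an adjusted p under 0.01, and 41 and 50 without the shallow control libraries. Counts of lncRNA genes higher in R273H and lncRNA genes lower in R273H were 35 and 21, 56 and 31, 4 and 6, and 0 and 3 under these settings, 6 and 6 after thinning every library to the smallest total, and 14 higher at 1 CPM in 3 libraries. Fits that left out 1 library gave 133 to 578 genes higher, 115 to 339 lower, 6 to 16 lncRNA genes higher and 6 to 19 lower. Camera with an estimated correlation called 0 lists and 1 chromosome set, and fry called 1 list, against 7 lists and 2 chromosome sets. Except where fewer samples or a stricter threshold explain a count by construction, the cause was not tested. With no low-count filter the ribosomal protein, hypoxia and histone lists gained calls while 29, 22 and 10 members were tested, as before. More genes tested therefore do not explain those calls. After each gene's group mean was subtracted, same-numbered libraries had correlations of 0.029, 0.032 and -0.296. Not every library correlated best with its own number, so these values gave no sign that the replicate numbers pair the libraries. A fit with the replicate block called 511 genes higher and 317 lower, against 378 and 245 without it. A count of calls does not test pairing, so that fit cannot decide this. The thinned fit called 272 and 176 genes, of which 264 and 166 were also called at full depth. Of 42 genes named by the rule and called, 24 lost the call without the shallow controls, 8 of the 41 still tested lost it after thinning, and 5 by limma-voom. With the replicate block camera also called the NF-kB, neural and histone lists (adjusted p of 0.0464, 0.0434 and 0.0464).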

Other observations

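Tests chosen after the result was seen were that of uncalled genes on chromosomes 3 and 21 and those of thinned libraries and of primary assembly IDs, the list medians without a single library and the other splits of the lists of this part. These lists were written after the gene calls were known. Of 8 tested kallikrein genes, which encode secreted serine proteases and lie together on chromosome 19, 5 rose. These were KLK5, KLK6 (log2 fold change 2.58, SE 0.25), KLK7 (2.11, SE 0.20), KLK10 (1.92, SE 0.25) and KLK11 (1.88, SE 0.38). KLK8, KLK1 and KLK13 were not called, at 1.09, -1.14 and -0.66. KLK5, KLK6 and KLK7 had been seen before the list was written, so no set test is given for it. Of 13 genes of antigen presentation, PSMB10, an immunoproteasome subunit, rose (log2 fold change 1.35, SE 0.30, adjusted p = 0.0315), and the median was 0.80. B2M, the light chain of class I molecules, at 314 ± 42.1 and 639 ± 275 CPM, had a log2 fold change of 1.02 and an adjusted p of 0.0948. Camera called that list at an adjusted p of 6.1e-08, and it was not called at adjusted p = 0.112 with an estimated correlation. Its unadjusted camera p was 2.44e-08, and another split, which keeps part of the difference between the groups, gave 6.05e-10. Camera did not call a list of 6 tested nucleic acid sensing genes (adjusted p = 0.368).

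Some genes were read almost only in 1 group. SATB1, which encodes a chromatin organiser, had 3 counts over the control libraries and 2048 over the R273H libraries. The ratio of normalized rates was 256 (95% exact interval 87.5 to 1240, for counting error only), and SATB1 overlaps TBC1D5 on the same strand. PRKAA2, a catalytic subunit of AMP-activated kinase, had 2 and 1074 (ratio 201, interval 55.6 to 1670). ZNF595 had 125 counts in control and 0 in R273H, at least 111-fold lower at a floor of 3 counts over the group, LINC00960 had 84 and 0 (at least 74.6-fold lower), and TUSC3, an oligosaccharyltransferase subunit, had 41 and 0 (at least 36.4-fold lower). These were among 14 called genes with 3 or fewer counts over the control libraries and 7 with 3 or fewer over the R273H libraries, and they were named after their values were seen.

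The 10 splits of the 6 libraries into 3 and 3 are too few for a share under 0.05. Each of the other splits still puts more control libraries on 1 side, so it keeps part of the difference between the groups. Calls in those splits therefore do not show what chance alone gives. For the 623 called genes and the 34 called lncRNA genes, 1 split, the real one, reached the count, and the highest of the other splits gave 0 for both. For lists called by camera, 7 of the 10 splits gave at least the real 7, with up to 12 in another split, and for chromosome sets 4 of the 10 gave at least the real 2, with up to 2 in another. The interferon-stimulated list was called by camera in every split, at adjusted p from 0.0221 to 6.72e-16 in the other splits against 1.19e-93 in the real one. The R273H change and other differences between the lines stay open, untested, as sources of the 3 patterns weighed here.

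For the rise of interferon-stimulated genes, the median log2 fold change of the list was 2.60 after thinning to equal depth, which left 19 of 23 members tested (2.64 for these 19 at full depth), and the medians without a single library lay between 2.56 and 3.11, which argue against depth and a single library. Reads shared with alternate haplotypes stay open: with primary assembly IDs alone the median was 2.67, but leaving out IDs takes no counts from the list's genes and cannot reassign reads. The median level of 8 leukocyte markers was 0.302 CPM in R273H and 0.345 CPM in control, here scaled to total counts without TMM; PTPRC was at 0.0638 CPM in R273H and the most abundant marker there, CSF1R, at 2.88 CPM, which argues against leukocytes mixed into the cultures. A higher dose of the interferon receptor genes of chromosome 21 may contribute: IFNAR1, IFNAR2, IFNGR2 and IL10RB had a median log2 fold change of 0.62, with edgeR adjusted p from 0.0761 to 0.492 for single genes, and the camera p of these 4 genes was 0.00392 (0.0649 with an estimated correlation). These genes belong to the chromosome 21 set that was higher in R273H. Their rise is part of that shift and is no separate test of receptor dose. The interferon lambda genes IFNL1, IFNL2 and IFNL3, whose receptor includes IL10RB, had 1 count over the control libraries. They had 39, 86 and 231 counts in the R273H libraries (IFNL2 and IFNL3 are near-identical copies). IFNE, a type I interferon gene, had 0, 1 and 1 counts in control and 17, 10 and 15 in R273H. In R273H replicates 1, 2 and 3, IFNB1 had 0, 1 and 3 counts, IFNA1 1, 1 and 1, and IFNK 2, 2 and 3. IFNA2 and IFNG had 0 counts in every library, and IFNB1, IFNA1 and IFNK had 0 in control. None of these 9 interferon genes had the counts to be tested. Whether the interferon genes, the receptors or the R273H change come first was not tested.

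The higher expression on chromosomes 3 and 21 was weighed in the same way. Uncalled genes there lay 0.26 (log2) above uncalled genes of other autosomes, which argues against a few strongly changed genes; over all tested genes, the median there minus that elsewhere was 0.30, also 0.30 after thinning to equal depth and at least 0.23 without a single library, which argues against depth and a single library. A difference in copy number of long stretches is a candidate explanation: 11 of the 18 windows of these chromosomes with 20 or more genes had a median of at least 0.3, against 0 of the windows elsewhere, 76.1% of which lay within 0.1 of 0. Expression cannot tell copy number from another regional change, and no DNA data were used here. Of the 378 genes higher in R273H, 66 lie on chromosomes 3 and 21 and 312 elsewhere.

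BMP4, ID2 (log2 fold change -2.36, SE 0.22) and ID3 (-2.17, SE 0.23) fell together, and ID2 and ID3 are targets of bone morphogenetic protein signalling. A lower output of BMP signalling may account for this but stays open. Among 11 other tested targets, 3 fell, with a median log2 fold change of -0.73. Their camera p was 1.51e-05 (0.0773 with an estimated correlation). A split that mixed the groups gave a camera p of 5.73e-06 at a median of -0.74. That split kept part of the difference between the groups, so it does not show what chance alone gives. SMAD6, an inhibitor induced by the pathway, fell (-2.21, SE 0.29, adjusted p = 0.00158), as did SMAD9 (-1.91, SE 0.31) and BAMBI (-1.52, SE 0.34). ID1, the most abundant target, had a log2 fold change of -0.94 (adjusted p = 0.134), and MSX1 lay the other way at 0.56 (adjusted p = 0.184).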
